A study of Mus musculus with 2 samples. Its data were reported in "Nuclear microRNA 9 mediates G-quadruplex formation and 3D genome organization during TGF-β-induced transcription" (2024).

How the data were processed

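MLg cells, a fibroblast line from mouse lung (ATCC CCL-206), were profiled by chromatin isolation by RNA purification followed by sequencing (ChIRP-seq) of endogenous miR-9. In this assay, formaldehyde fixes RNA to the chromatin it touches, biotinylated oligonucleotides complementary to the RNA are hybridised to it, streptavidin beads pull the complexes down, and the DNA that comes along is sequenced. The design had 2 libraries, 1 from the miR-9 capture and 1 from the input chromatin, without replicates. No library captured with a control probe was analysed here.

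Per the methods of the study, single-end reads were trimmed with Trimmomatic, for which the submitters' processing notes give version 0.36, aligned with Bowtie2 to the mouse build mm10, and cleared of duplicates with Picard. MACS was run with the input as control at more than 1 fragment shift. Its cutoff was set on the p-value, without correction for multiple testing. The resulting peak sets were merged with bedtools, and HOMER assigned each peak its feature, its nearest transcription start site (TSS) and its gene. The submitters' processing notes also name SAMtools and deepTools. A filter for regions of anomalous signal was not stated for this list in the sources used here. Bowtie2 in its default mode places a read that fits several loci at 1 of them, so a peak over repeated sequence can hold reads from another copy.

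The deposited file was 1 list of merged peaks, called over the input, with positions, widths and HOMER annotation. The score column that the authors deposited was 0 in every peak, so no measure of enrichment per peak, no read count and no p-value was used. The depth of both libraries was therefore unknown here, and peaks could be ranked by width alone. The annotation of 8093 peaks was broken over more than 1 field in the file and was joined again, and 64 peaks carried no gene name. Positions are given in mm10, counted from 1.

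Each peak was described by its deposited HOMER feature, its deposited distance to a TSS, and the class of repeat in its detailed annotation. The genome sequence and RefSeq annotation of GRCm38.p6, the assembly behind mm10, gave chromosome lengths, sequences and gene positions. The feature of each peak centre was recomputed from this annotation, so that shuffled positions could be treated alike, and was equal to the deposited feature for 98.1% of the peaks. Expected values came from 100 shuffles, in which each peak was moved to a random position of its own chromosome with its width kept. Ratios by feature used the recomputed feature of the peaks. Distances to a TSS were the deposited ones for peaks and recomputed for shuffled positions, and recomputed for the peaks as well, 1522 (8.49%) lay within 2 kb of a TSS. Ratios of observed to expected shares are given on the log2 scale or as folds. Shares have exact (Clopper-Pearson) 95% binomial intervals and densities exact Poisson intervals, which cover counting error only. Peaks of 250 bases or less are called narrow, and longer ones wide, a split chosen after the widths were seen.

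A protein-coding gene was counted as having a peak when a peak centre lay within 2 kb of the start of any of its curated mRNAs. The share of each gene list was set against 10000 random lists of the same size drawn from 20996 protein-coding genes, and is described by its percentile among them, with ties shared evenly. The lists, written before the data were examined, covered TGFB signalling, TGFB-induced genes, fibroblast identity, lung epithelium, endothelium, leukocytes, neurons, pluripotency, liver, germ line, housekeeping, ribosomal proteins, immediate early genes, cell cycle, G4 helicases and binding proteins, Mediator with cohesin and chromatin looping, chromatin remodelling with H3K4 methylation, replication-dependent histones, developmental transcription factors, mRNA targets of cytoplasmic miR-9, miRNA biogenesis, olfactory receptors, vomeronasal receptors, the 5 genes that the study followed on these samples, of which 4 were selected from this assay, and its negative control. All but 1 symbol, of a miR-9 mRNA target, were found in the reference gene table.

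Clusters were made by chaining peaks over gaps up to the default stitching distance of ROSE, the program the study used for super-enhancers, and those of 3 or more peaks were counted. A G-quadruplex (G4) motif was 4 runs of at least 3 G with loops of up to 7 bases on either strand. Words of miR-9-5p from 7 to 12 bases were searched on both strands of peaks and shuffled positions, and the 10-base words of 1937 mature mouse miRNAs and of 100 scrambled orders of the miR-9 bases were searched likewise. A peak was called high copy when most of its 32-base words occurred at 5 or more places of the assembly. The far part of a chromosome, used to look for steps in density, lay over 10 kb from any TSS, and gene deserts lay over 100 kb from any TSS.

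The genes named in the text followed a rule fixed before the data were examined. It took the genes the study followed with its negative control, the 10 widest peaks within 2 kb of a TSS, the 10 genes with the most assigned peaks, up to 4 members of each list with the peak nearest to their TSS, the members without a peak of lists of up to 12 genes, the miR-9 loci, and the genes nearest to the 5 clusters with the most peaks. Some items that this rule takes are not reported here. Other names are said to be chosen after their values were seen. With 1 library per group, no test between samples was made, and no p-value is given across genes or peaks, which are not replicates.

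The calculations were tested on simulated data first. All of the 896 peaks moved onto start sites, all of the 1792 peaks given a miR-9 word of 10 bases, and all of the 100 planted clusters were recovered. All of the 100 lists of 40 genes with 8 planted peaks reached percentile 97.5, as did 2 of the same 100 lists without them. The background of these lists was a shuffle, and shuffles hit a mean of 660 protein-coding genes against 1395 for the real peaks. Recovery of weaker excesses over the real background was therefore not tested. The alternatives tried were other distances, merged peaks, the wider peaks alone, matched controls and peaks without repeats or high-copy sequence. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots matplotlib 3.10.9.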

Results

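The study asked where the microRNA miR-9, best known for silencing mRNAs in the cytoplasm, contacts chromatin in the nuclei of lung fibroblasts. ChIRP-seq of MLg cells with probes against mature miR-9 gave 17922 peaks over the input, on 21 chromosomes. The peaks covered 7.49 Mb, or 0.275% of the assembled chromosomes, and their quartiles of width were 155, 408 and 574 bases. The widths fell into 2 classes, with 8484 narrow peaks of a median of 153 bases and 9438 wide peaks of a median of 570 bases. The list merges peak calls at more than 1 fragment shift, and no peak was traced to its call, so width need not reflect binding. With 1 capture library and 1 input library, every comparison below is within this 1 peak list, and none has a replicate check.

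The first question was whether the genes the study followed carry miR-9 peaks. Peaks lay at the promoters of all 4 genes that it selected from this assay, and the promoter of the negative control had none. The peak at Zdhhc5, which codes for a protein palmitoyltransferase, spanned bases 84715132 to 84716058 of chromosome 2, with its centre 431 bases upstream of the TSS (a distance of -431). The peak at Ncl, the gene of the nucleolar G-quadruplex binder nucleolin, spanned 86358847 to 86359657 of chromosome 1, centred at 203. The peak at Lzts2, a putative tumour suppressor, spanned 45014839 to 45015713 of chromosome 19, centred at 66. The peak at Hdac7, a class IIa histone deacetylase, spanned 97831732 to 97832429 of chromosome 15, centred at -313. All of these 4 were annotated as promoter-TSS, although for the peak at Ncl that label named a non-coding transcript. Ep300, the gene of a histone acetyltransferase active at enhancers, was examined by the study at later steps, and the nearest peak to its TSS lay inside an intron, at 81604405 to 81605672 of chromosome 15 and 18824 bases downstream. The nearest peak to Prap1, the negative control, was 44012 bases away, at the promoter of Mtg1. With Ep300 the list had 4 of 5 genes with a peak. Since 4 were picked by the study on these samples, this count is not independent evidence.

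Peaks gathered at gene starts and ends and were somewhat fewer between genes than in shuffled positions. In the deposited annotation promoters held 597 peaks, 3.33% of the list (95% interval 3.07 to 3.60%), introns 7541 (42.1%) and intergenic sequence 8863 (49.5%). The ratios that follow used the recomputed features. Promoters then held 600 peaks (3.35%), which was 2.67-fold the share of shuffled positions, a log2 ratio of 1.42 (1.30 to 1.53). Transcription termination sites held 389 (2.17%, log2 ratio 0.92), and 5' untranslated regions 39 (0.218%, log2 ratio 1.13). Introns held 7560 peaks and intergenic sequence 8805, with log2 ratios of 0.16 and -0.22. The 3' untranslated regions had a log2 ratio of 0.59 and non-coding transcripts 0.56. Exons, at -0.05 (-0.24 to 0.14), were not told apart from shuffled positions. Promoters took 4.29% of the wide peaks and 2.30% of the narrow ones, with log2 ratios of 1.78 and 0.87.

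**Figure D1:**
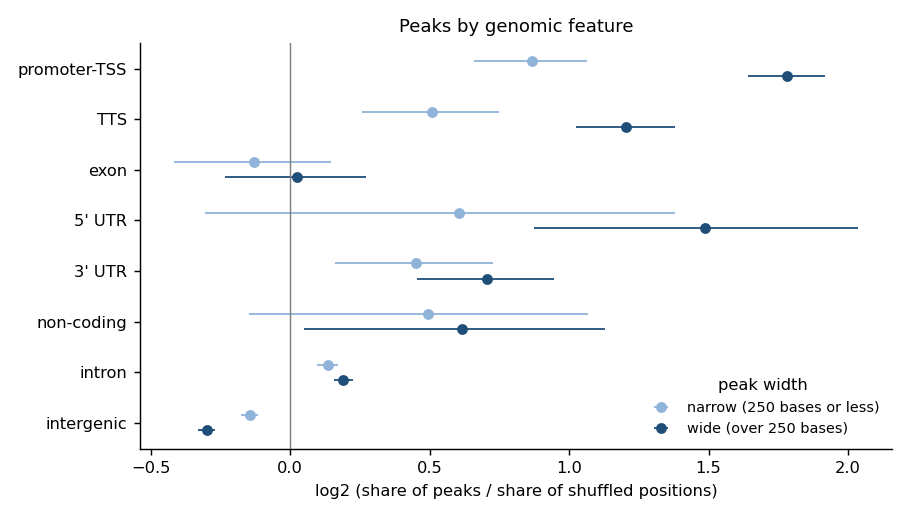
Log2 ratio of the share of peaks over the share of shuffled positions (x axis) for each genomic feature (y axis), for narrow and wide peaks, with bars for the 95% binomial interval. Wide peaks stood at 1.78 for promoters and at -0.30 for intergenic sequence.

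Within 2 kb of a TSS lay 1490 peaks, 8.31% of the list (7.91 to 8.73%), against a mean of 4.18% of shuffled positions. Within 5 kb the share was 16.1% against 9.83%. In the bin just upstream of the TSS, 286 peaks were found against a shuffled mean of 98.6. Gene deserts, over 100 kb from any TSS, held 23.6% of the peaks and 34.4% of the shuffled positions. All of the 100 shuffles lay below the observed share near TSSs and above the observed share in deserts.

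**Figure D2:**
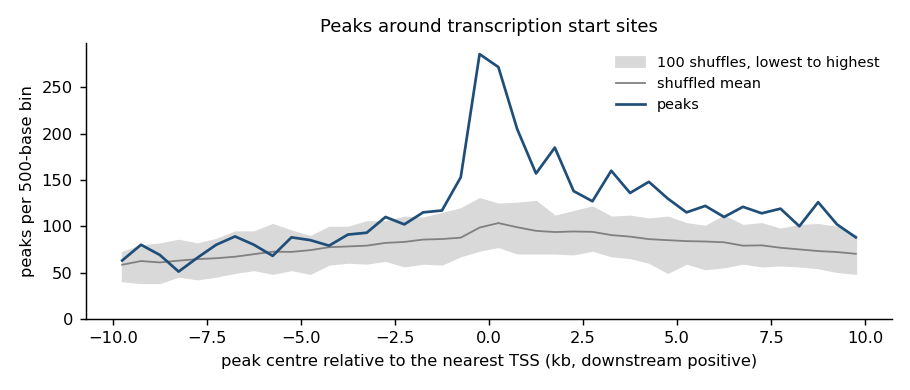
Number of peak centres per bin of 500 bases (y axis) by distance to the nearest TSS in kb (x axis), with the mean and the full range of 100 shuffles in grey. The 286 peaks in the bin upstream of the TSS and the 272 in the bin downstream exceeded every shuffle.

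The next question was which kinds of genes carried peaks of the miR-9 capture at their starts. Peaks were found at the genes of histones, of the protein synthesis machinery and of the TGFB response, and were rare at the olfactory and vomeronasal receptor families. No capture with a control probe was analysed, and the random lists were not matched on expression or open chromatin. Unspecific capture was therefore not separated from miR-9 in these gene results. Of 20996 protein-coding genes, 1395 (6.64%, 6.31 to 6.99%) had a peak within 2 kb of a TSS, against at most 713 in any shuffle. Replication-dependent histone genes, which are transcribed in S phase, had the highest share among the lists not chosen by the study, with 14 of 21 genes (66.7%, 43.0 to 85.4%, percentile 100.0 among random lists). Examples were H1f1, with a peak centred at 22, H2ac4 at 142, H2ac6 at 213 and H2ac8 at 247, all on chromosome 13. These genes lie close together, and neighbours such as H2ac8 and H2bc8 shared a peak. The interval and the random lists treat genes as independent, so both overstate how firm this share is. Housekeeping genes followed with 7 of 25 (28.0%, percentile 99.955), including the TATA-binding protein gene Tbp at -18, the glycolytic gene Gapdh at -43 and the adaptor gene Ywhaz at -363. Ribosomal protein genes had 12 of 57 (21.1%, percentile 99.98), among them Rps2 at -21, Rpl5 at 145, Rpl19 at 159 and Rpl27 at 351. By HOMER's promoter annotation the ribosomal list had 2 of 57 genes, at percentile 71.0.

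Genes of the TGFB pathway, the signal whose response the study followed, were also hit more often than random lists. TGFB-induced genes had a peak in 8 of 35 (22.9%, 10.4 to 40.1%, percentile 99.9). Among them were the cell cycle inhibitor gene Cdkn1a at -50, the TGFB feedback gene Pmepa1 at -118, the fibronectin gene Fn1 at 153 and the inhibitory Smad gene Smad7 at -451. TGFB signalling genes had 6 of 34 (17.6%, 6.76 to 34.5%, percentile 98.6), with Pmepa1 and Smad7 again, the ligand gene Tgfb1 at 343 and the latent TGFB binding gene Ltbp1 at -435. Against random lists matched on CpG-rich promoters, a control chosen after seeing the data, the signalling list stood at percentile 94.8, and by HOMER's promoter annotation (2 of 34) and within 5 kb (6 of 34) at 87.4 and 83.0. Among the widest peaks alone (4 of 34) it was at 97.2. Chromatin remodelling and H3K4 methylation genes had 6 of 34 (percentile 98.6), including the H3K4 demethylase genes Kdm5c at -245 and Kdm5a at 303, Hdac7 and the BAF subunit gene Arid1b at 343. With the lists matched on CpG-rich promoters they stood at percentile 96.2, and with lists matched on gene span at 97.35.

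By the main count the remaining lists lay inside the range of random lists or below it. Mediator, cohesin and chromatin looping genes had 5 of 30 (16.7%, percentile 96.8), with Med17 at -72, Ccnc at 114, Cdk8 at -335 and Pds5b at 1647. Within 5 kb this list rose to 11 of 30, beyond the range of random lists at percentile 100.0, and among the widest peaks alone (4 of 30) it was at 97.9. Developmental transcription factors had 6 of 49 (percentile 92.5), with Hoxa10 at 26, Hoxc6 at -56, Gata6 at -95 and Hoxb4 at -733, and within 5 kb 11 of 49 (percentile 97.7). Cell cycle genes had 5 of 40 (percentile 91.2), with Cdkn1a, Cdk2 at 374, E2f4 at -439 and Cdk1 at -757. mRNA targets of cytoplasmic miR-9 had 2 of 20 (percentile 73.9), which were Meis2 at -34 and Hmga2 at -1263. Immediate early genes had 2 of 28 (percentile 58.2), Junb at 1308 and Btg2 at 1930. Genes of miRNA biogenesis had 1 of 16 (percentile 52.5), the exportin gene Xpo5 at 4. G4 helicases and binding proteins had 1 of 27 (percentile 31.4), which was Ncl. Fibroblast identity genes had 1 of 25 (percentile 34.9), the receptor gene Pdgfra at 1319, although 16 of the 25 had a peak assigned to them at any distance (percentile 99.8). Counting any assigned peak, which favours long genes, also put immediate early genes (16 of 28, percentile 99.0), mRNA targets of cytoplasmic miR-9 (13 of 20, 99.6) and Mediator, cohesin and looping genes (22 of 30, 100.0) above the random lists. By that count housekeeping genes (13 of 25, 95.5), ribosomal proteins (21 of 57, 58.8) and histones (9 of 21, 75.5) were inside the random range.

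The lists for other tissues were not told apart from random lists. Leukocyte genes had 1 of 18 (percentile 48.1), the macrophage gene Cd68 at 257. No gene had a peak in the lists of lung epithelium (0 of 25, an upper bound of 13.7%), endothelium (0 of 15, 21.8%), neurons (0 of 20, 16.8%), pluripotency (0 of 17, 19.5%), liver (0 of 16, 20.6%) and germ line (0 of 15, 21.8%), and these lists were short, with percentiles from 9.29 to 18.1. The large sensory receptor families were below all random lists. Olfactory receptors had 8 of 1107 genes (0.723%, 0.313 to 1.42%), such as Olfr63 at 70, Olfr1484 at -369, Olfr1281 at 481 and Olfr313 at -763. Vomeronasal receptors had 2 of 352 (0.568%), Vmn1r81 at -1438 and Vmn2r53 at 1635.

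**Figure D3:**
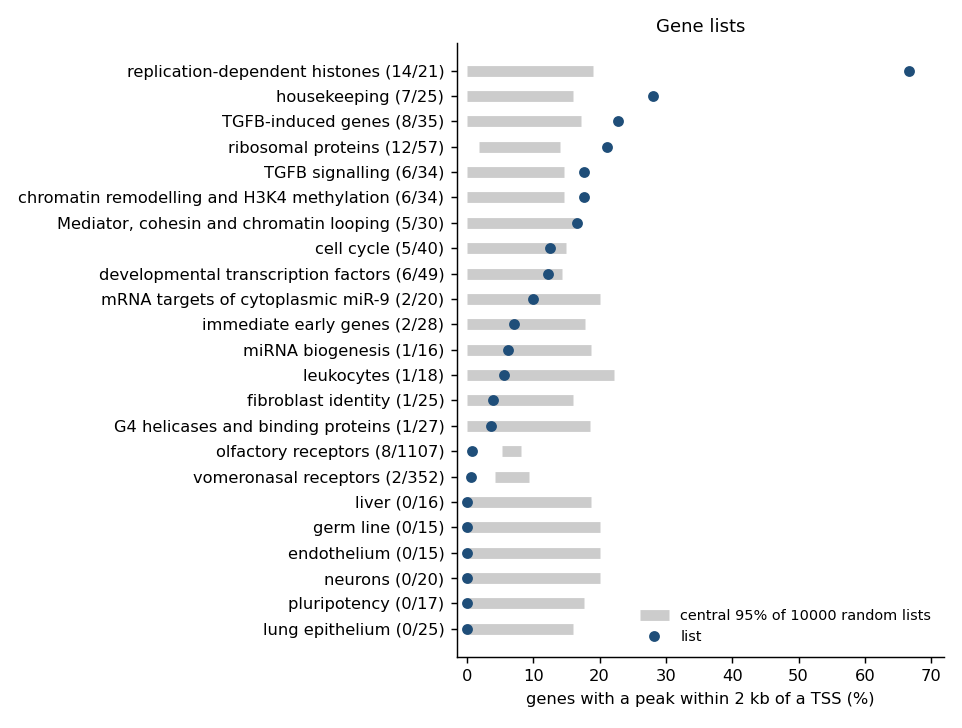
Percent of the genes of each list with a peak within 2 kb of a TSS (x axis), with the count and size of each list in its label, and grey bars for the central 95% of 10000 random lists. Replication-dependent histones reached 66.7%, and olfactory receptors stood at 0.723%.

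The 10 widest peaks near gene starts included those at Acta2, Malat1 and Mir21a. On chromosome 19, a peak of 4310 bases covered the first intron of Acta2, the smooth muscle actin gene, at 34251258 to 34255567. Malat1, a nuclear long non-coding RNA, held a peak of 2805 bases, and Mascrna, the small RNA cleaved from its end at the same locus, 1 of 4269 bases. Mir21a, whose microRNA is known for its part in fibrosis, lay under a peak of 3537 bases on chromosome 11, centred at -11. The other widest peaks near a TSS were at Rdh5 (5918 bases), Cwc22 (5414), Rn4.5s (3784), Hoxc5 (3408), Prl2c2 (2950) and Asap1 (2825). Of the words at Rn4.5s, 97.6% were high copy, and at the other 9 genes no more than 7.61%.

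Repeats held 8726 peaks (48.7%, 48.0 to 49.4%), mostly farther than 2 kb from a TSS. LINE elements took 18.7% of the peaks, LTR elements 10.7%, SINE elements 9.97% and simple repeats 6.75%. The most frequent single repeat was L1Md_T, a young mouse LINE family, with 659 peaks. Within 2 kb of a TSS the repeat share was 14.5%, and farther away it was 51.8%. No peak annotated as promoter carried a repeat class, so the annotation itself lowers the share near a TSS. A repeat share of shuffled positions was not computed. Runs of CA or TG occurred in 11.8% of the peaks and 4.02% of the shuffled positions, a 2.92-fold difference. High-copy sequence lay under 3914 peaks (21.8%), against 10.97% of the positions of a single shuffle, so this expected share has no spread. The genes with the most assigned peaks were of this kind: Gm21119 had 41 peaks, of which 37 were high copy, 6820431F20Rik had 38 (37 high copy), and Rn4.5s had 27 (27 high copy). Likewise, LOC108168459 had 24 (23), Cldn34c1 19 (18), Gm10324 19 (14) and 4932411N23Rik 18 (13). Fewer were high copy at G530011O06Rik with 38 (7), Lrrc4c with 24 (10) and Gm6313 with 23 (2).

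Peak density differed between chromosomes. Chromosome 6 carried 11.4 peaks per Mb (10.87 to 11.96), as did the gene-rich chromosome 19 (11.4), and chromosomes 11 and 17 had 10.8 and 10.6. Chromosome 12 had 2.47 (2.20 to 2.77), 16 had 3.25, 14 had 3.36 and Y had 0.632. Chromosome 6 exceeded 12 by 4.61-fold (4.08 to 5.24), and in gene deserts by 3.78-fold (3.03 to 4.76). Peaks per Mb and protein-coding genes per Mb had a Spearman rho of 0.51 across the 19 autosomes of this 1 library, which are not replicates.

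**Figure D4:**
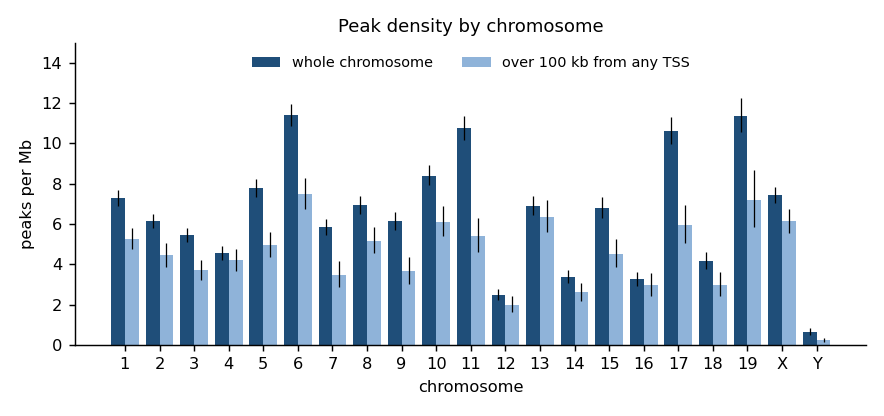
Peaks per Mb (y axis) on each chromosome (x axis), over the whole chromosome and in sequence over 100 kb from any TSS, with exact 95% Poisson intervals as bars. Chromosome 6 stood at 11.4 and chromosome 12 at 2.47 peaks per Mb.

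Because the study linked miR-9 to super-enhancers, which are long runs of active enhancers, peaks were also joined into clusters. The study ranked enhancers by the signal of the histone mark H3K27ac and then overlapped them with miR-9 peaks. The clusters here join miR-9 peaks by distance alone, without signal, histone mark or overlap with enhancers. They are not calls of super-enhancers and do not test that link. Clusters of 3 or more peaks numbered 587, 3.63-fold the shuffled mean of 162 (highest 194), and held 2503 peaks (13.97%). The largest lay on the Y chromosome at 90717464 to 90839837, at Erdr1, with 33 peaks, of which 9 were high copy. Its peaks at 90790573 to 90802192 and 90802439 to 90813446 had medians of 3 and 2 copies per word, below the 5 that define high copy. A cluster on the X chromosome held the same genes, Erdr1 and G530011O06Rik, so reads here may come from another copy. On chromosome 10, 22 peaks at 120421103 to 120483235 covered Mir763 and the start of Hmga2, a chromatin protein gene of growing mesenchyme, with no high-copy peak. A further 22 peaks lay at Gm6313 on chromosome 6 (148590871 to 148675183), and 18 at 6820431F20Rik on chromosome 8 (20087512 to 20157651), all of them high copy. In all, 79 of the 587 clusters were mostly high copy.

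The study places miR-9 next to G-quadruplexes, 4-stranded folds of G-rich DNA. Its evidence included maps of G4 in chromatin, precipitation of miR-9 with G4 antibodies and a motif search in peaks near promoters. Those assays were not analysed here, and the first count below is of a sequence motif over all peaks. G4 motifs were less frequent in the peaks than in shuffled positions, 5.65% (5.31 to 5.99%) against 6.83%, a log2 ratio of -0.27 (-0.36 to -0.19). The genes named above were split, with a motif in the peaks at Zdhhc5, Ncl and Mir21a and none at Lzts2, Hdac7 and Acta2. Within 2 kb of a TSS the motif was found in 13.6% of the peaks against 8.09% of their shuffled positions, a log2 ratio of 0.75. Against positions matched on GC content and distance to TSS, a control chosen for these peaks after seeing the data, the expected share near a TSS was 18.8% and the log2 ratio -0.48 (-0.68 to -0.30). The motif is a sequence pattern and no measure of folded G4.

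The last question was whether the peaks hold sequence like miR-9 itself. Stretches of miR-9 were found far more often in peaks than in shuffled positions, above all from the middle and the 3' part of the miRNA and more weakly from its seed, the 5' bases that pair with mRNAs. A word of 8 bases was present in 26.4% (25.8 to 27.1%) of the peaks against 16.6% of shuffled positions, a log2 ratio of 0.67 (0.63 to 0.70). For words of 10 bases it was 6.04% against 0.954%, 6.33-fold, and for words of 12 bases 153 peaks (0.854%) against 0.0522%. The 7-base seed match was at 1.06-fold, above all of the 100 shuffles, and the 8-base words that hold the whole seed were at 0.94-fold (0.854 to 1.03) and 1.26-fold (1.16 to 1.36). By position, 10-base words ranged from 2.20-fold for bases 1 to 10 up to 16.1-fold for bases 9 to 18. The peak in the first intron of Acta2 held a 12-base word, and the peak at Hoxc5 an 11-base word.

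Among 1937 mature mouse miRNAs, miR-9-5p ranked at 2 by the fold of its 10-base words. Its near complement miR-9b-3p was at 1 with 6.47-fold, and miR-9-3p and miR-9b-5p, which share words with it, followed with 3.41-fold and 2.84-fold. The highest fold without a shared word was 2.81, for the CG-rich miR-6538, and the median over all was 0.940. By the number of peaks above the shuffled mean, miR-9-5p ranked at 16 with 911 peaks, behind miRNAs with CA or TG runs such as miR-466h-3p with 1666. Within peaks, 62.5% (60.2 to 64.7%) of the 10-base matches lay in the central part that spans the middle quartiles of the length, against a mean of 50.6% in shuffled positions. These were 1848 matches in 1082 peaks, and overlapping words of a longer match were counted apart, so this interval is too narrow. Seen from the genome, 1.33% of the sites with a match of 10 bases lay in a peak (632 of 47482), 2.67% of those with 11, 4.35% of those with 12 and 5.16% (3.68 to 7.02%) of those with 13 or more.

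**Figure D5:**
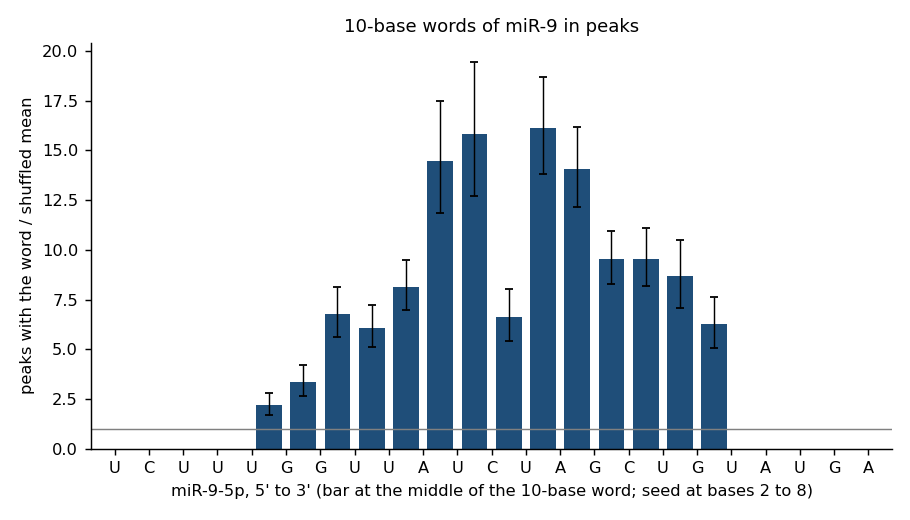
Fold of peaks over the shuffled mean (y axis) for each 10-base word of miR-9-5p, placed at its middle along the miRNA from 5' to 3' (x axis), with exact 95% intervals. The words rose from 2.20-fold at the 5' end to 16.1-fold for bases 9 to 18.

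Of the 3 genes that code for miR-9, 1 had a peak over its mature sequence. It was Mir9-2 on chromosome 13, under a peak at 83738494 to 83739226. The nearest peak to Mir9-1 on chromosome 3 was 28.1 kb away, and to Mir9-3 on chromosome 7 it was 101 kb away.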

Values the study reported

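The study reported that 60.8% of the broad H3K4me3 domains of control MLg cells carried miR-9. It counted 1649 super-enhancers in control MLg cells, and it gave 25.5% as the share of super-enhancers with miR-9, against 4% of typical enhancers. It also listed 3583 loci shared by miR-9, super-enhancer marks and nascent transcription, of which 95.5% (n = 3423) were found in a database of enhancer RNAs.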

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

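The alternatives without high-copy peaks, for narrow peaks alone, for miR-9 words in peaks with no repeat, with lists matched on CpG-rich promoters and for G4 motifs near TSSs were chosen after seeing the data. Of the 42 settings tried on the main results, 18 left the value within its interval or, for a count, within 1.5 times. A change of direction could be called only for the log2 ratios of G4 motifs and miR-9 words, and none was called. The G4 ratio near TSSs over plain shuffled positions was not among these settings. It was positive, at 0.75, opposite to the -0.27 of all peaks. The other 24 settings follow, and where no cause is named, the cause was not tested.

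Widest 8961 peaks, which by construction shrink counts: the peak number was 8961, promoters held 4.29%, 2 kb around a TSS 9.85%, repeats 46.2%, chromosome 6 over 12 was 5.59 and clusters numbered 267. Without high-copy peaks: promoters 4.08%, within 2 kb 9.98%, repeats 37.8%, chromosome 6 over 12 6.06 and miR-9 words of 8 bases 0.71. Without repeats: promoters 6.49% and within 2 kb 13.9%, where the promoter share rises by construction because no promoter peak carried a repeat class. Other definitions: promoters within 1 kb on either side 5.11%, promoters among narrow peaks 2.27%, within 5 kb of a TSS 16.1%, TSSs of protein-coding genes alone 7.49%, repeats farther than 2 kb from a TSS 51.8%, and clusters stitched over 5 kb 320. Over shuffled peaks (10 shuffles for the alternatives) the clusters had a log2 ratio of 1.86, and of 3.49 for the widest peaks, 3.37 over 5 kb, 2.36 without high-copy peaks and 2.06 without peaks near TSSs. G4 log2 ratios: -0.18 with loops up to 12 bases, -0.40 with controls matched on GC content and distance to TSS, and -0.48 with the same match near TSSs. miR-9 log2 ratios: 0.086 for the 7-base seed and 2.66 for 10 bases.

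Of the 23 gene lists not chosen by the study, 6 reached percentile 97.5, and from 4 to 7 did so under the alternatives. All 6 remained without high-copy peaks. Against lists matched on gene span, chromatin remodelling genes lay at the threshold, with 97.35 in 1 of 2 draws. Of the 6, 3 remained when any assigned peak counted. Of 175 values for single lists, 16 crossed percentile 97.5 or 2.5 and none changed sides. The unknown read depth limits the list itself: places with few reads in either library cannot be told from places without miR-9. No paired analysis was possible because each group has 1 library.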

Other observations

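All tests in this part were chosen after the results were seen, except the test of high-copy sequence in the 20 clusters with the most peaks. Genes annotated as small nuclear or nucleolar RNAs carried peaks more often than protein-coding genes. Peaks lay within 2 kb of 7 of 18 genes annotated as small nuclear, of which only Rnu1a1 and Rnu5g code for RNAs of the spliceosome, and of 29 of 126 small nucleolar RNA genes (23.02%, 15.99 to 31.35%). None of the former and 1 of the latter was high copy, and neighbours such as Snord14c, Snord14d and Snord14e shared a peak. Among them were Rn7sk, the RNA that restrains the elongation factor P-TEFb, with a peak at 78175138 to 78175820 of chromosome 9, and the genes of the nucleolar RNA U3, Rnu3b1, Rnu3b3 and Rnu3b4, which are annotated as small nuclear. Of the genes annotated as ribosomal RNA, 26 of 33 had a peak, all of them high copy, and all but Rn4.5s in the 5S array of chromosome 8. Protein-coding genes with a small nucleolar RNA inside them had a peak in 15 of 64 (23.4%, 13.8 to 35.7%), against 6.59% of the others. At Rps2, Rpl12 and Rpl17 the peak near the TSS also covered the small RNA gene itself.

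CpG-rich promoters had a peak at 9.45% of genes and other promoters at 4.06%. Among CpG-rich genes, those with a divergent partner had a peak more often, 13.7% (11.997 to 15.5%) against 8.68% (8.09 to 9.30%). A peak between divergent partners counts for both genes, so part of this difference is built in and the interval treats paired genes as independent. Of the 100 widest peaks, 36.0% were high copy against 21.8% of the others.

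The first pattern was the miR-9-like sequence in the peaks. Base composition is argued against by the 10-base fold of miR-9, which was 3.73 times the highest of its scrambled orders. A repeat family stays open, although the fold was 6.88 in peaks with no repeat class. That class is a single label per peak, while words were searched over the whole peak, so such peaks can still hold repeats. Pairing mainly through the seed is argued against, since the 8-base words that hold all of it reached 1.26-fold (1.16 to 1.36) at most, below the median of 2.61 over all positions, while a small part through the seed stays open. Direct pairing of the capture probe with chromatin DNA may contribute, as the share of sites in peaks rose with match length to 5.16% at 13 or more bases. Since the probe is the complement of miR-9, contact of miR-9 itself with DNA predicts the same rise, words of 10 bases above the shuffled level account for 5.08% of the peaks, and no biological explanation was tested.

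The second pattern was the uneven density along the genome, for which gene density alone is argued against by the 3.78-fold excess of chromosome 6 over 12 in gene deserts. Copy number or read depth of whole chromosomes may be a source, as density in deserts and the share of promoters with a peak rose together over the 19 autosomes (Spearman rho 0.88), but chromatin that differs over whole chromosomes would give the same. For segments within chromosomes this stays open, as promoters were hit more often on the denser side at 5 of 9 steps beyond all shuffles, with intervals apart only on chromosome 4, where far peaks fell from 7.12 to 2.36 per Mb at 44 Mb and promoters with a peak from 6.60% to 2.15% of genes. The promoter shares did not follow density at other strong steps, on chromosome 6 (7.99 to 23 per Mb, 10.05% to 9.76% of genes), 14 (11.6 to 2.40, 0.0% to 3.94%) and 8 (8.89 to 4.81, 1.64% to 6.73%). Their intervals overlapped at each of these steps, and the denser sides held 41 genes on chromosome 6 and 31 on 14. The denser side of chromosome 8 also held the high-copy cluster at 6820431F20Rik. At no step were promoters hit less often on the denser side with intervals apart. The input coverage was not analysed here, and no biological explanation was tested.

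The third pattern was the dense blocks of peaks. High-copy sequence made up most peaks in 9 of the 20 clusters with the most peaks, which leaves that explanation open for the clusters as a set, and 3.03% of the peaks in the block at Hmga2, which argues against it there. Copy gain that reaches beyond the clusters stays open, as the sequence around the clusters in 10 blocks of 300 kb that were not mostly high copy had 3.09 times (2.26 to 4.17) the density of its flanks, but with an interval above the flanks at only 3 of the 10, among them Hmga2. A dense group of enhancers would give the same. Coverage of the input library would separate them, and no biological explanation was tested.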
